# Identification of potential key genes and pathways associated with the Pashmina fiber initiation using RNA-Seq and integrated bioinformatics analysis

**DOI:** 10.1038/s41598-021-81471-6

**Published:** 2021-01-19

**Authors:** Basharat Bhat, Mifftha Yaseen, Ashutosh Singh, Syed Mudasir Ahmad, Nazir A. Ganai

**Keywords:** Computational biology and bioinformatics, Bioinformatics

## Abstract

Pashmina goat (*Capra hircus*) is an economically important livestock species, which habitats the cold arid desert of the Ladakh region (India), and produces a princely animal fiber called Pashmina*.* The Pashmina goat has a double coat fleece as an adaptation to the very harsh cold winters the outer long coarse hair (guard hair) produced from primary hair follicles and the inner fine Pashmina fiber produced from secondary hair follicles. Pashmina fiber undergoes a circannual and synchronized growth cycle. In the present study, we analyzed transcriptome profiles from 10 different Pashmina goats during anagen and telogen to delineate genes and signaling pathways regulating active (anagen) and regressive (telogen) phases of the follicle growth. During anagen, 150 genes were expressed at significantly higher levels with log (FC) > 2 and p_adj_ < 0.05. The RNA seq results were subjected to qRT-PCR validation. Among the nine genes selected, the expression of *HAS1*,* TRIB2*, *P2RX1*. *PRG4*, *CNR2*, and *MMP25* were significantly higher (p < 0.05) in the anagen phase, whereas *MC4R*, *GIPC2*, and *CDO1* were significantly expressed (p < 0.05) in the telogen phase which supports and validates the gene expression pattern from the RNA-sequencing. Differentially expressed genes revealed that Pashmina fiber initiation is largely controlled by signaling pathways like Wnt, NF-Kappa, JAK-STAT, Hippo, MAPK, Calcium, and PI3K-Akt. Expression of genes from the Integrin family, Cell adhesion molecules, and ECM-receptors were observed to be at much higher levels during anagen. We identified key genes (*IL36RN*, *IGF2*, *ITGAV*, *ITGA5*, *ITCCR7*, *CXCL5*, *C3*, *CCL19*, and *CXCR3*) and a collagen cluster which might be tightly correlated with anagen-induction. The regulatory network suggests the potential role of *RUNX3, NR2F1/2,* and *GATA* family transcription factors in anagen-initiation and maintaining fiber quality in Pashmina goats.

## Introduction

Pashmina goat (*Capra hircus*) is an economically important animal genetic resource adapted to very harsh cold arid agro-climatic conditions of Ladakh region (Jammu and Kashmir—India). The cold desert of Ladakh has a very short growing season and remains landlocked for more than half of the year. The mercury level of this land-locked high-altitude habitat (5500–6000 m above mean sea level) of Pashmina goat fluctuates between + 35 °C (short summers) and – 40 °C (long winters). Under these stressful conditions (cold, arid, hypoxic and scanty vegetation), Pashmina goats remain active with different adaptation strategies. This goat produces the world’s finest (11–14 µ) natural fibre (Pashmina fiber) which is used in the making of world-famous Pashmina/Cashmere shawls.

Pashmina fibre is the soft under-coat of the Pashmina goat mixed with coarse outer coat known as guard hair^1^. The guard hair develops from primary hair follicles (PHF) and Pashmina from secondary hair follicles (SHF). Pashmina fibre provides softness and luster to the product and has the glamour of being very rare. The unique fiber properties like fineness, texture and warmness are co-related with Pashmina genetics and breeding traits. The Pashmina fibers shed annually and are harvested by combing.

Hair follicles (HF) undergo cycles of the rapid growth phase (anagen), regression phase (catagen) and no-growth phase (telogen) throughput the lifetime. Hair follicles produce entire new hair shaft during the anagen phase. However, the underlying mechanism remains classical in the area^2^. Different approaches and animal models have been utilized to decipher the genetic basis of fiber transition^3–9^. However, asynchronous hair growth, the difference in skin anatomy and physiology restricts the identification of key molecular determinants mediating fiber transition.

Regulation of the hair cycle involves complex signaling interactions between Wnt (Wingless Integrin), Shh (Sonic HedgeHog), Notch, BMP (Bone Morphogenic Protein) and other signaling Pathways^6^. WNT^10,11^ and Shh^12^ signaling is indispensably important for new anagen, whereas BMPs^13^ have been implicated in follicle differentiation. However, signaling pathways involved in hair follicle cycling are not sufficiently studied to date and new pathways are yet to be discovered for the proper understanding of the hair cycle^2^.

The secondary follicles of Pashmina goat present an excellent model for studying hair biology due to the circannual fiber cycle and synchronized fiber growth^14^. This follicle is also an excellent model for studying diverse cellular, molecular and biological processes^15,16^. In the present study transcriptomic profiling of skin biopsies containing secondary hair follicles were utilized to identify key genes and signaling pathways involved in hair follicle transition from no-growth phase (telogen) to growth phase (anagen).

## Materials and methods

### Experimental design

Changthangi goats were selected from the flock maintained at High Mountain Arid Agricultural Research Institute (HMAARI) Stakna Leh (Ladakh). All animals were kept under the identical conditions of natural photoperiod and natural temperatures. This study was approved by the Animal Welfare and Ethics Committee of the Sher-e-Kashmir University of Agricultural Science and Technology of Kashmir (SKUAST-K). All animal experiments were conducted in strict accordance with the rules and guidelines outlined by the SKUAST-K Animal Welfare Committee. As per the guidelines of the committee, the skin samples were collected aseptically using skin biopsy punch under local anaesthesia with minimal pain and discomfort to the animal.

Ten unrelated Pashmina goats of the same age (24 months) and sex (males) were repeatedly sampled during anagen (October active growth phase) and telogen (March—resting phase, before combing)^17^. The skin samples containing Pashmina follicles were collected from the flanking region of each goat. The skin biopsies samples were snap-frozen in liquid nitrogen and shipped to the laboratory in RNA-later for processing. All samples corresponding to a particular stage were collected at the same time.

### Total RNA extraction, library construction, and sequencing

Total RNA was isolated from the skin tissues using the Trizol method (Invitrogen, USA) according to the manufacturer’s protocol. RNA samples with a RIN value greater than 7.0 were selected for RNA-sequencing (RNA-seq). A total of 19 (10 anagen and 9 telogen) samples were further carried forward for the analysis as one of the samples from telogen did not qualify the minimum quality criteria for RNA-seq. For cDNA library preparation and sequencing, RNA samples were stored at − 80 °C. Approximately 4 µg of total RNA was used to prepare the RNA sequencing library using the TruSeq RNA Sample Prep Kits (Illumina) as per the kit’s protocol. Agilent-tape station plots were used at every step to assess mRNA quality, enrichment success, fragmentation sizes, and final library sizes. Finally, the amplified fragments were sequenced using Illumina HiSeq 2500 to obtain 2 × 100 bp paired-end (PE) reads.

### Data analysis

The raw reads were pre-processed to remove the adapter sequences, low-quality reads and low-quality bases filtration towards 3′- end using cutadapt program v2.10^18^. Filtered reads were mapped to *Capra hircus* reference assembly ARS1 using Hisat program v2.20 (release date 2/6/2020)^19^. 

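Supplementary Table 1 lists the read pairs of each library, and the means and tests given here were computed from it. The sequencing depth was 48561000 ± 6384351 read pairs (SD, n = 10) in anagen and 57575556 ± 8284455 read pairs (SD, n = 9) in telogen. The telogen libraries were deeper on average (two-sided exact permutation test of the means, p = 0.0158, Benjamini-Hochberg adjusted p = 0.0317 over 4 comparisons), although the ranges of the stages overlapped. The test was unpaired, though the paper sampled the same goats in both stages. After trimming, 44614000 ± 6745279 read pairs (SD, n = 10) in anagen and 53990000 ± 8336892 read pairs (SD, n = 9) in telogen were left, and the difference remained (exact permutation test, p = 0.0146). The share of read pairs kept in cleaning was 91.7% ± 4.95 (SD, n = 10) in anagen and 93.7% ± 1.75 (SD, n = 9) in telogen. These means could not be told apart (exact permutation test, p = 0.314). Anagen replicate 9 kept 78.6% of its read pairs, against 90.6% in the next lowest library of its stage. Since all samples of a stage were collected together, the stage and the collection date cannot be told apart in these values.

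**Figure D1:**
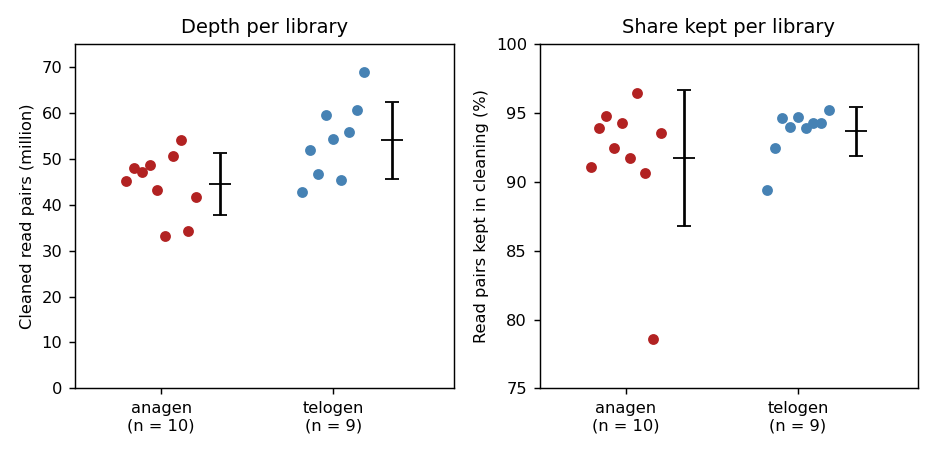
Cleaned read pairs per library (left axis, from 0) and the share of read pairs kept in cleaning in percent (right axis, from 75), for the 10 anagen and 9 telogen libraries of Supplementary Table 1. Each point is a library and each bar gives the mean ± SD of a stage; the telogen mean of cleaned read pairs lies above the anagen mean, and anagen replicate 9 lies at 78.6% kept.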

Quality control and alignment statistics (Supplementary Table 1) suggest the sequencing data were uniform among all sets of samples. Differential expression analysis between two contrast groups was performed using edgeR v3.30.3^20^ using Trimmed Means of M-values (TMM) normalization method and paired test, after removing low expressed genes across all samples. DEGs between different cycling stages were screened based on the threshold of FDR corrected P-value < 0.05 and absolute log2 (fold change) > 1. Significantly, dysregulated genes were subjected to functional annotation and pathways enrichment analysis using KOBAS server v3.0^21,22^.

### Validation of DEGs with qPCR

cDNA was synthesized from 0.5 μg of the same total RNA used in RNA-sequencing using the Revert Aid First Strand cDNA Synthesis Kit (Thermo Scientific, USA) as per the manufacturer's protocol. qPCR reactions were run on a Roche Lightcycler 480 II in a 20-μl reaction containing 0.5 μl of cDNA template, 10 μl of 2 × SYBR Green Master Mix, 0.3 μl of each primer (10 μmol/μl) and 8.9 μl nuclease-free water. The amplification program consisted of one cycle at 95 °C for 10 s, followed by 40 cycles of 95 °C for 15 s and 55 °C for 34 s. The qPCR reactions for each gene were performed with three biological replicates. Relative gene expression was normalized to the expression of goat GAPDH and calculated with the 2^−ΔΔCT^ method^23^. The expression levels of the genes obtained in RNA-seq and qPCR were compared with Pearson correlation coefficient.

## Results

### Primary processing of reads and differentially expressed genes

A summary of sequencing read alignments to the reference *Capra hircus* genome assembly ARS1 is presented in Supplementary Table 1. 

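Skin biopsies containing secondary hair follicles, the follicles that grow the fine Pashmina fiber, were taken from male goats of 24 months of age. RNA-seq libraries were made from 10 samples in anagen, the phase of active growth, and 9 samples in telogen, the resting phase. The cleaned read pairs per library ranged from 33180000 to 54100000 (median 46145000) in anagen and from 42740000 to 68800000 (median 54250000) in telogen, by Supplementary Table 1. The authors trimmed the reads with cutadapt, mapped them to ARS1 with Hisat, and tested each gene with a paired test in edgeR after TMM normalization and removal of low expressed genes. The authors' deposited table gives, for each gene past their thresholds, the Ensembl gene identifier, symbol, chromosome, strand, p-value, adjusted p-value and log2 fold change. Values per goat were not used here, so no spread between goats and no standard error accompanies a gene's fold change. The sign of the fold change was turned so that a positive log2 fold change is a higher level in anagen than in telogen. Ranks, linear fold changes, counts by direction and Fisher's exact tests were then computed from the listed genes. These tests compare a list with the other differentially expressed genes only, and genes are not independent replicates. The paper's text does not name the read counter, its strand setting or the cutoff for low expression, so reads shared by overlapping genes or close paralogs carry an unknown assignment.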

On average, 97% of the total reads were mapped successfully. 

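The share of mapped reads was 97.6% ± 0.649 (SD, n = 10) in anagen and 97.9% ± 0.354 (SD, n = 9) in telogen, computed from the values per library in Supplementary Table 1. It ranged from 96.32% to 98.85% in anagen and from 97.49% to 98.6% in telogen. The means of the stages could not be told apart (two-sided exact permutation test, unpaired, p = 0.362, Benjamini-Hochberg adjusted p = 0.362 over 4 comparisons). The mean of the 19 libraries was 97.8% ± 0.530 (SD).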

Among the aligned reads, 98% were mapped to unique genomic regions. The characteristics of RNA-seq data were determined using PCA plots (Supplementary Fig. 1), showing a clear segregation and clustering of samples from different stages. Based on differential expression analysis using edgeR, 1094 genes were significantly dysregulated (log (FC) > 1, p_adj_ < 0.05). 

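A recount of the authors' deposited table gave 1094 genes, each with its own symbol, and their P, adjusted P and log2 fold change equal those of Supplementary Table 2 for all 1094. The largest adjusted p-value in the authors' deposited table is 0.0499 and the smallest absolute log2 fold change is 1.00. Of the alternative thresholds tried, an absolute log2 fold change above 2 moved the count most, to 210 genes. The adjustment also carries the number of genes tested, since the adjusted p-value is the p-value times that number over the gene's rank. With 27271 tests, 66.9% of the 719 genes with a p-value of at least 1e-04 had a rank within 0.03 of a whole number, against 19.6% for the next best number. The gene with the smallest p-value, TRIB2, taken alone gave 27292 tests. The RefSeq annotation ARS1.2 has 28911 entries, so the removal of low expressed genes may have left out few genes. The annotation that the authors counted on is not named, so this stays open, and some listed genes may rest on few reads. With 27271 tests, at least 3146 genes had an adjusted p-value under 0.05, so the listed genes are at most 34.8% of them and 2052 or more are outside the list.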

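By the authors' deposited table, the genes higher in anagen had a median log2 fold change of 1.53 and the genes lower in anagen a median of −1.30, which are 2.88-fold and 2.46-fold on the linear scale. The share of listed genes higher in anagen was 68.4%. It was 71.4% among the genes with an absolute log2 fold change above 2, the largest move among the alternatives. The largest increases in anagen in the authors' deposited table were those of P2RX1 (ENSCHIG00000023610, chromosome 19, log2 fold change 4.39), HAS1 (ENSCHIG00000023329, chromosome 18, 3.73), PRG4 (chromosome 16, 3.65), OLIG2 (chromosome 1, 3.45) and PTGDR2 (chromosome 29, 3.40). They correspond to levels from 10.6-fold to 21.0-fold higher in anagen. The largest decreases in the authors' deposited table were those of MC4R (ENSCHIG00000004552, chromosome 24, log2 fold change −5.04), TTPA (chromosome 14, −4.07), SLC35D3 (chromosome 9, −3.90), GLYATL2 (chromosome 15, −3.60) and HAL (chromosome 5, −3.57). MC4R was thus 32.9-fold and HAL 11.9-fold higher in telogen. Ranked by p-value, the authors' deposited table opens with TRIB2 (adjusted p = 5.24e-07), ORAI2 (6.07e-06), LAMC3 (1.4e-05), WFDC1 and HS3ST1 (both 2.05e-05), all higher in anagen. Among the genes lower in anagen, the smallest p-values in the authors' deposited table were those of ELOVL6 (adjusted p = 3.54e-05), LHFPL5, LRRCC1 and ZNF84 (5.15e-05 each) and GIPC2 (6.31e-05).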

Of the DEGs, a total of 748 were significantly up-regulated and 346 were down-regulated in the anagen (Supplementary Table 2) as compared to telogen. Two-dimensional hierarchical clustering and heatmap of top differentially expressed genes (q-value) were shown in Fig. 1.

**Figure 1:**
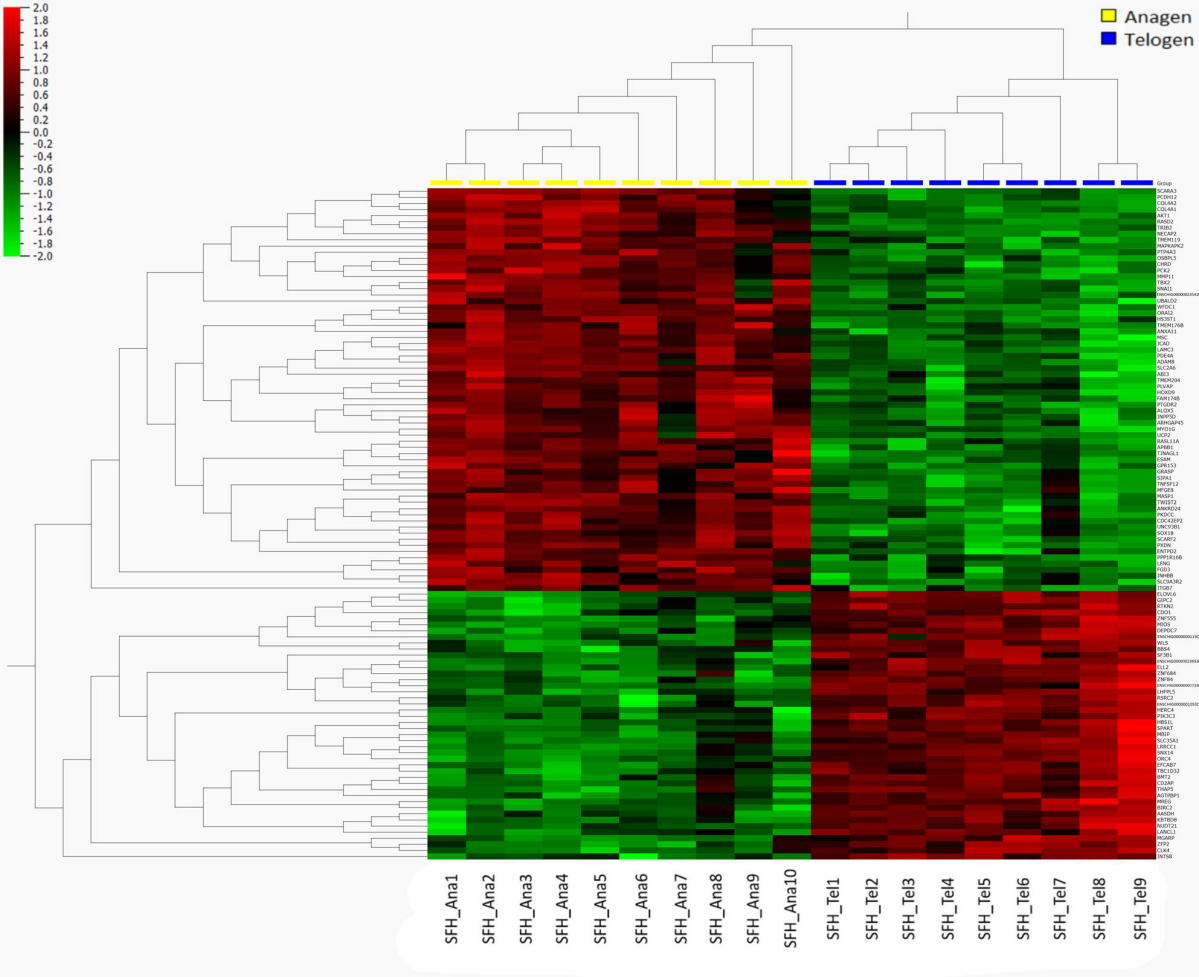
Hierarchical clustering and heatmap of top DEGs between two contrast groups. Columns indicate individual samples, rows represent each differentially expressed gene, and the color scale represents the relative expression level of the differentially expressed genes.

### Gene ontology and pathway enrichment analysis of DEGs

To gain insight into the biological processes and pathways that could mediate the fiber growth in Pashmina goats, Gene ontology (GO) and KEGG enrichment analysis were performed. 

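Supplementary Table 3 gives the DEGs under each Gene ontology term, and in the copy used here 392 terms are listed, 111 of them with a shortened gene list. Complete lists were held for 3 of the 8 terms the paper names, and the direction of their genes was counted in the authors' deposited table. Of the 63 genes under 'cell migration', 58 were higher in anagen, a share of 92.1% against 66.9% of the other DEGs (two-sided Fisher's exact test, p = 8.74e-06, Benjamini-Hochberg adjusted p = 2.62e-05 over 3 terms). Genes of 'transporter activity' were divided evenly, with 29 higher and 29 lower in anagen, and their share of 50% was below the 69.4% of the other DEGs (Fisher's exact test, p = 0.00334, adjusted p = 0.00500). For 'growth factor binding', 9 of 10 genes were higher in anagen, which could not be told from the share among the other DEGs (Fisher's exact test, p = 0.184). The remaining 5 terms, 'immune system process' among them, were not analysed here.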

The top enriched GO terms (Supplementary Table 3) for the DEGs are related to biological processes like ‘*immune system process’*, ‘*cell migration’*, ‘*developmental process’*, ‘*metabolic process’* and molecular function terms like ‘*protein binding’, ‘catalytic activity’, ‘growth factor binding’* and *‘transporter activity’* suggesting the potential role of growth factors and immune response genes for initiating and maintaining fiber activity. 

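The DEGs of both directions entered the pathway analysis together, so the direction of each pathway's genes was counted from the gene lists of Table 1 and the authors' deposited table. All genes of the 22 lists were found there, 224 distinct genes in all. Of these, 180 (80.4%) were higher in anagen. The share higher in anagen was above that of the other DEGs in 20 pathways and below it in the other 2, Melanogenesis and Hippo signaling. The difference passed Benjamini-Hochberg adjustment over the 22 tests for Focal adhesion and NF-kappa B signaling (two-sided Fisher's exact tests, adjusted p = 0.0274 for each), and 9 pathways had an unadjusted p under 0.05. Focal adhesion held 24 genes higher and 1 lower in anagen, a share of 96% against 67.7% of the other DEGs (Fisher's exact test, p = 0.00161). With the DEGs restricted to an adjusted p-value under 0.01, to an absolute log2 fold change above 2, or to genes listed in fewer than 3 pathways, 0 pathways passed the adjustment, with 5, 0 and 1 at an unadjusted p under 0.05.

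**Figure D2:**
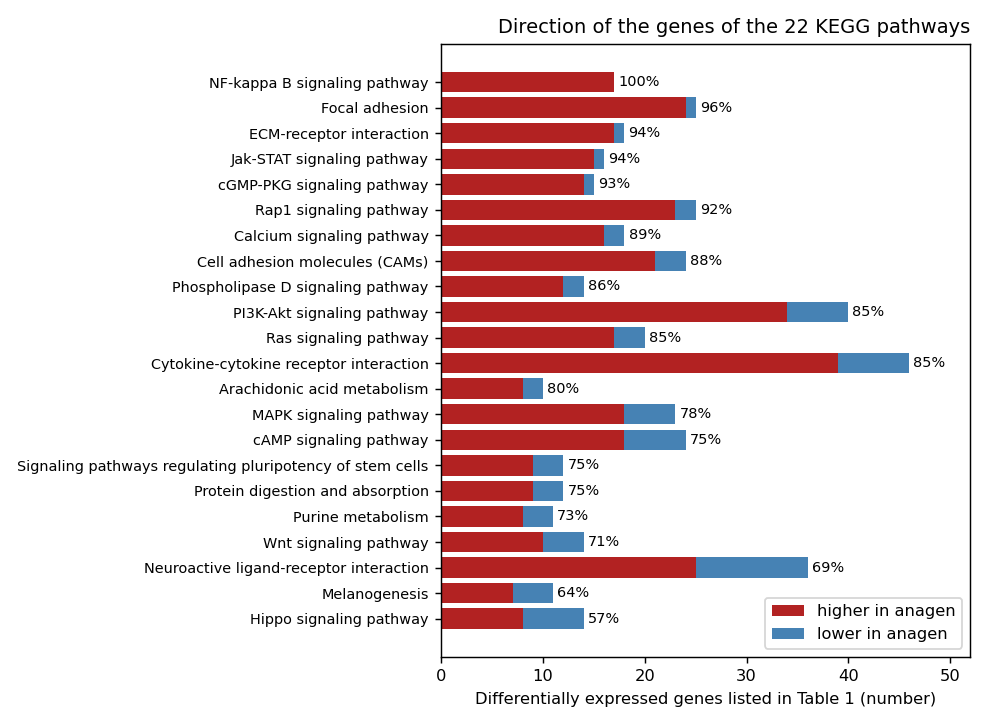
Number of DEGs higher (red) and lower (blue) in anagen in each of the 22 KEGG pathways of Table 1, one bar per pathway, with the percentage higher in anagen at the end of each bar. NF-kappa B signaling reaches 100% and Focal adhesion 96%, while Melanogenesis and Hippo signaling have the smallest shares.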

Anagen induction showed enrichment of 22 KEGG pathways (Table 1) which include signaling pathways like PI3K-Akt, NF-kappa B, MAPK, Hippo Wnt and JAK-STAT.

**Table 1:** Enriched KEGG pathways for DEGs between anagen and telogen.

Pathways	FDR corrected P-value	Percentage enrichment	Genes
Cytokine-cytokine receptor interaction	1.10E−11	14.24149	CCL2, TNFSF12, LIF, CD40LG, IL10RA, TNFSF14, IL1F10, IL36RN, CD4, CCR2, CCR4, CCR7, IL1A, TNFSF13B, CSF2RB, CCL5, CSF1R, CCR10, THPO, CXCR3, INHBB, OSM, CXCR6, CCL14, IFNE, IL36G, TNFSF4, TGFB1, IL5RA, ACVRL1, IL2RB, IL7R, CD40, LTB, LTA, FASLG, TNFRSF1B, EPOR, IL2RA, BMP5, CXCL5, ACKR4, CCL19, IL21R, CLCF1, TNFRSF6B
PI3K-Akt signaling pathway	3.24E−07	10.72386	PCK2, ITGA9, COL4A1, PDGFRB, CSF1R, LAMA2, ITGA5, ITGA11, LAMB2, FLT1, THBS4, THBS2, PIK3CG, PIK3R5, OSM, JAK3, FGF16, ANGPT4, IGF2, IGF1R, NOS3, ITGB7, IL7R, FASLG, COL4A2, TNC, LAMC3, KITLG, COL6A3, EPOR, IL2RA, IL2RB, FN1, ITGAV, F2R, EREG, CREB3L4, VWF, COL6A2, LPAR6
ECM-receptor interaction	7.52E−07	20.68966	COL4A1, ITGA9, LAMA2, COL6A2, FN1, ITGB7, THBS4, HSPG2, THBS2, ITGA5, ITGAV, ITGA11, COL4A2, TNC, LAMC3, VWF, LAMB2, COL6A3
Cell adhesion molecules (CAMs)	9.32E−07	15.09434	ITGA9, CDH15, CLDN15, NRCAM, CD34, CD4, CD226, CD2, L1CAM, CD40LG, CD86, ICAM1, ITGAL, CDH5, CDH4, CLDN7, ITGB2, ITGB7, CD40, CD8A, ITGAV, PTPRC, ITGAM, ESAM
Neuroactive ligand-receptor interaction	6.92E−06	9.917355	PTH1R, CCK, GABRR2, CHRNA10, C5AR1, ADCYAP1, P2RX1, UTS2R, GPR35, MC4R, ADORA2B, CNR2, ADRB1, TAC1, RXFP2, P2RY10, ADRA2A, PTGER3, GAL, HRH2, C3, VIPR2, GRM2, TBXA2R, GRID2, OXT, PMCH, F2RL3, S1PR4, APLNR, C3AR1, DRD5, NPB, F2R, HCRTR1, LPAR6
Focal adhesion	8.17E−06	12.62626	ITGA9, COL4A1, PDGFRB, LAMA2, ITGA11, LAMB2, FLT1, THBS4, THBS2, PARVB, PARVG, IGF1R, RAC2, ITGB7, SHC3, ITGA5, COL4A2, TNC, LAMC3, VWF, FN1, VAV1, ITGAV, COL6A3, COL6A2
NF-kappa B signaling pathway	1.86E−05	16.66667	CD40LG, TIRAP, CD14, CCL19, CARD11, TNFSF14, CD40, LTB, LTA, ZAP70, ICAM1, PRKCQ, RELB, LYN, LAT, BTK, TNFSF13B
Rap1 signaling pathway	3.10E−05	11.57407	RASGRP2, PDGFRB, APBB1IP, PLCB2, GNAI2, FLT1, ADORA2B, ARAP3, RAP1GAP, CSF1R, SIPA1, FGF16, ANGPT4, IGF1R, ITGB2, RAC2, LAT, LCP2, KITLG, ADCY4, VAV1, F2R, ITGAL, ITGAM, F2RL3
cAMP signaling pathway	0.000169188	10.52632	NFATC1, ADCYAP1, ATP2A3, ADCY10, RAC2, GNAI2, ARAP3, ADRB1, CNGB3, CAMK4, PTGER3, VIPR2, NPR1, LIPE, OXT, CNGA3, PDE10A, ADCY4, VAV1, DRD5, F2R, CREB3L4, PDE4A, CFTR
MAPK signaling pathway	0.00685971	7.876712	RASGRP2, NFATC1, RASGRP4, PDGFRB, TGFB1, IL1A, FLT1, CACNA1H, CSF1R, DUSP9, RELB, FGF16, ANGPT4, IGF2, IGF1R, RAC2, STK3, FASLG, KITLG, PTPN7, RPS6KA2, CD14, EREG
Calcium signaling pathway	0.006925474	8.866995	ORAI2, TBXA2R, ADORA2B, NOS3, F2R, PLCB2, ADCY4, DRD5, CAMK4, PDGFRB, PTGER3, ITPKA, ADRB1, GNA14, HRH2, CACNA1H, P2RX1, ATP2A3
Ras signaling pathway	0.0081218	8.264463	IGF2, RASGRP2, IGF1R, RAC2, RASGRP4, SHC3, PLA2G12B, CSF1R, FGF16, PLA2G2E, ZAP70, PLA2G2F, LAT, FASLG, KITLG, RASA3, PDGFRB, RASAL3, ANGPT4, FLT1
Protein digestion and absorption	0.01083711	10.61947	COL15A1, SLC9A3, KCNQ1, COL5A3, KCNN4, COL13A1, COL4A2, COL4A1, COL24A1, COL6A3, COL6A2, SLC1A1
Arachidonic acid metabolism	0.011034945	12.04819	PTGS1, TBXAS1, PLA2G12B, ALOX5, EPHX2, PTGIS, ALOX15, PLA2G2E, PLA2G2F, PTGES
Melanogenesis	0.014067417	10.78431	WNT2B, ADCY4, PLCB2, CREB3L4, WNT3, WNT2, WNT9A, FZD9, WNT5B, KITLG, GNAI2
Hippo signaling pathway	0.014200591	9.271523	WNT2B, TGFB1, BMP5, ITGB2, WNT3, WNT2, STK3, WNT9A, FZD9, DLG2, WNT5B, WTIP, SERPINE1, CTNNA3
cGMP-PKG signaling pathway	0.014896486	8.87574	ADCY4, NFATC1, PLCB2, NOS3, NFATC4, NPR1, ATP2A3, KCNJ8, ADRA2A, PIK3CG, ADRB1, PIK3R5, CREB3L4, PDE2A, GNAI2
Phospholipase D signaling pathway	0.014927328	9.210526	ADCY4, PDGFRB, FCER1G, FCER1A, SHC3, MS4A2, PLCB2, PIK3CG, F2R, PIK3R5, KITLG, LPAR6, CYTH4, GRM2
Wnt signaling pathway	0.021435141	8.695652	WNT2B, NFATC1, PLCB2, NFATC4, RSPO4, WNT3, WNT2, LGR5, SOX17, RSPO2, WNT9A, FZD9, WNT5B, RAC2
Jak-STAT signaling pathway	0.025691752	7.920792	IL7R, IL2RA, IL2RB, STAT4, SOCS1, IL10RA, PDGFRB, IFNE, IL21R, IL5RA, THPO, LIF, OSM, JAK3, CSF2RB, EPOR
Signaling pathways regulating pluripotency of stem cells	0.035422505	8.633094	WNT2B, LIF, PCGF6, WNT3, WNT2, IGF1R, INHBB, DUSP9, JAK3, WNT9A, FZD9, WNT5B
Purine metabolism	0.049889538	8.148148	ADCY4, PKLR, ENTPD2, NPR1, ADA2, AK5, PDE2A, PDE6A, ADCY10, PDE4A, PDE10A

### Network analysis

To identify the possible protein–protein interaction (PPI) between DEGs, STRINGDB^24^ was utilized. The PPI network of DEGs consisted of 149 genes and 563 interactions (Fig. 2A). Two topological features Maximal Clique Centrality (MCC) and degree were calculated to identify key nodes. Higher the two quantitative values of a gene, the more important it is in the PPI network. 

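Among the 10 top-ranked genes of the PPI network, 9 were higher in anagen and 1, PMCH, was lower, against 68.2% higher among the other DEGs. In the authors' deposited table, CXCL5 (ENSCHIG00000010442, chromosome 6) had the largest log2 fold change of these genes, 3.18, with an adjusted p-value of 0.0398. It ranked 9th by fold change among the genes higher in anagen and 1011th by p-value among all DEGs. The authors' deposited table gives log2 fold changes of 2.54 for C5AR1, 2.46 for CCL19, 2.19 for C3AR1, 1.87 for CXCR3, 1.80 for C3, 1.74 for GPR37L1 and 1.73 for GPR183. CCR7 lies near the threshold in the authors' deposited table, with a log2 fold change of 1.54 and an adjusted p-value of 0.0454, and ranked 1060th by p-value. PMCH (ENSCHIG00000015954, chromosome 5) had a log2 fold change of −1.58 in the authors' deposited table, and its level was 3.00-fold higher in telogen.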

The top nodes ranked by degree and MCC were identified, which included C–C Motif Chemokine Receptor 7 (*CCR7*), C-X-C Motif Chemokine Ligand 5 (*CXCL5*), Complement C3(*C3*), C–C Motif Chemokine Ligand 19(*CCL19*), Complement C3a Receptor 1 (*C3AR1*), Complement C5a Receptor 1 (*C5AR1*), C–X–C Motif Chemokine Receptor 3 (*CXCR3*), Pro-Melanin Concentrating Hormone (*PMCH*), G Protein-Coupled Receptor 183 (*GPR183*), G Protein-Coupled Receptor 183 (*GPR37L1*). The enrichment analysis of key genes in the PPI network suggests their role in *Chemokine signaling pathway (FDR* = 0.00001) and *Cytokine-cytokine receptor interaction (FDR* = 0.0007). Chemokine pathway might be associated with a unique immune milieu responsible for hair follicle immune privilege that occurs in the anagen phase to spare the cell proliferation in the follicle from the possible immune reaction.

**Figure 2:**
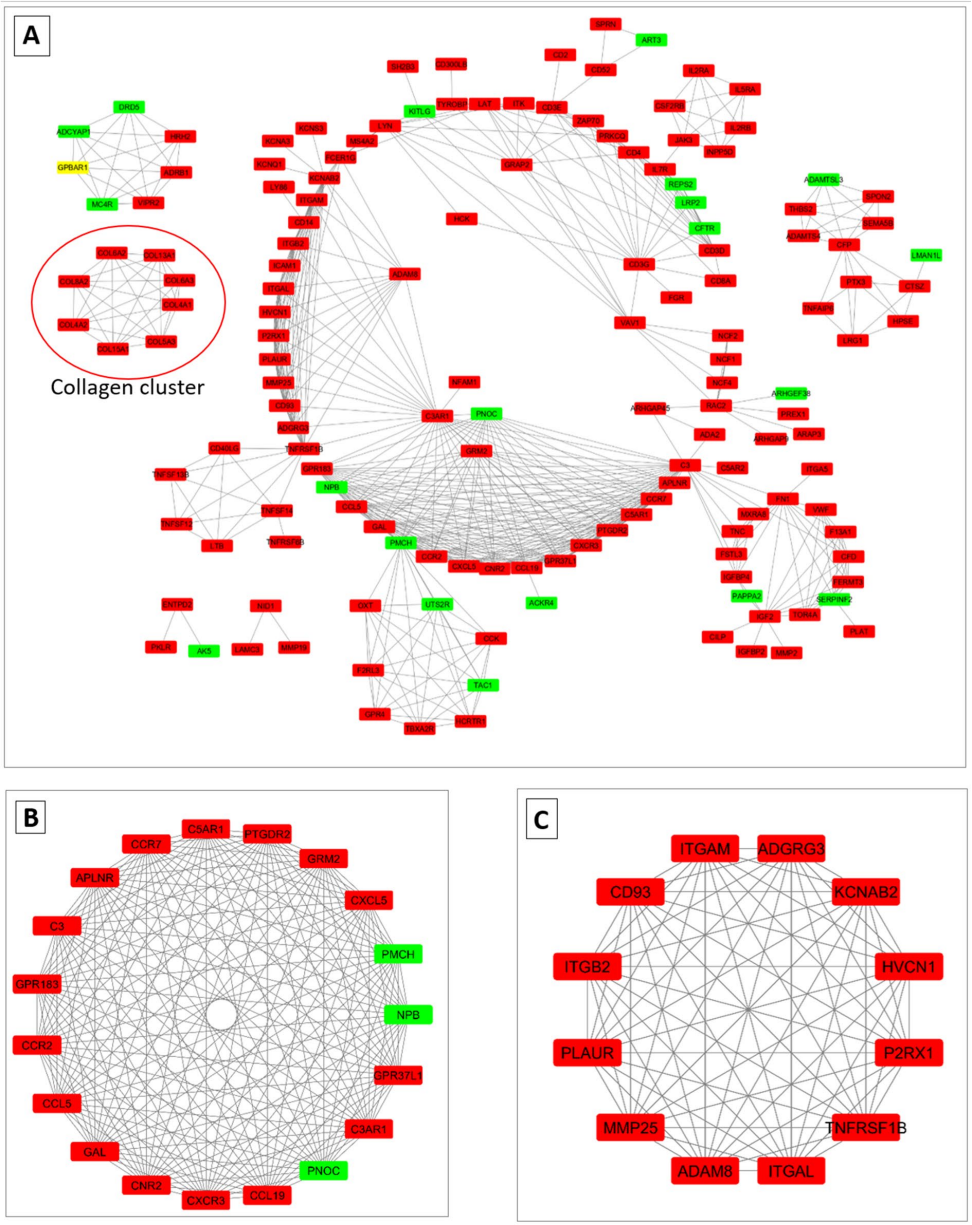
Protein–protein interaction (PPI) network and hub clustering modules. Red color represents genes up-regulated in anagen and green color represent genes downregulated in the anagen (**A**) The PPI network of overlapping differentially expressed genes between telogen and anagen. (**B**) Cluster 1 (MCODE score = 19). (**C**) Cluster 2 (MCODE score = 12).

Additionally, a cluster of 8 closely related collagen genes were detected which were all up-regulated in anagen, suggesting that collagen genes may play an important role in hair cycle and maintaining continuous hair growth (Fig. 2A—solid red outlined). 

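The 8 collagen genes outlined in Fig. 2A are COL4A1, COL4A2, COL5A3, COL6A2, COL6A3, COL8A2, COL13A1 and COL15A1. By the authors' deposited table, their log2 fold changes ran from 1.52 (COL5A3) to 2.21 (COL6A2), with a median of 1.81. COL4A2 (ENSCHIG00000026168) and COL4A1 (ENSCHIG00000022125), both on chromosome 12, had the smallest adjusted p-values of the 8 in the authors' deposited table, 9.84e-05 and 1.19e-04, and ranked 36th and 39th by p-value. All 8 were higher in anagen, against 68.1% of the other DEGs, and with 8 genes this share could not be told from that of the rest (two-sided Fisher's exact test, p = 0.0618, Benjamini-Hochberg adjusted p = 0.124 over 4 gene lists). With an absolute log2 fold change above 2, COL6A2 and COL6A3 were left, too few for the test to say more. The lists were drawn from these samples, so the test is not independent evidence. COL24A1 (ENSCHIG00000020640, chromosome 3), in Table 1 under Protein digestion and absorption and outside the cluster, had a log2 fold change of −1.95 (adjusted p = 0.0353) in the authors' deposited table.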

In order to identify other significant clusters from the PPI network a module analysis was performed and the top 2 modules with high scores were selected. Cluster 1 contained 19 nodes and 171 interactions (Fig. 2B). 

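All 19 genes of cluster 1 are among the DEGs, with 16 higher and 3 lower in anagen (84.2% higher). The lower genes were PMCH, PNOC and NPB, which all encode neuropeptide precursors. PNOC had a log2 fold change of −2.004 and NPB of −1.65 in the authors' deposited table, and they were 4.01-fold and 3.15-fold higher in telogen. PTGDR2 was the gene with the largest increase of the cluster in anagen and ranked 5th by fold change among all genes higher in anagen. The share of cluster 1 genes higher in anagen could not be told from that of the other DEGs (two-sided Fisher's exact test, p = 0.211, Benjamini-Hochberg adjusted p = 0.282 over the 4 gene lists).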

KEGG enrichment analysis suggest, genes in cluster 1 were enriched in ‘*Neuroactive ligand-receptor interaction *(*FDR* = 9.8 × 10–8)’, ‘*Chemokine signaling pathway *(*FDR* = 3.5 × 10–5)’ and ‘*Cytokine-cytokine receptor interaction *(*FDR* = 4.5 × 10–4)’. GO enrichment analysis suggest genes in cluster 1 was closely related to ‘*chemokine-mediated signaling *(*FDR* = 5.1 × 10–6)’, ‘*immune response *(*FDR* = 0.00014)’, ‘*regulation of cell migration *(*FDR* = 0.0003)’ and ‘*nervous system development *(*FDR* = 0.0181)’. Nervous system and hair follicle epithelium share a common ectodermal origin; therefore, it is reasonable to ask whether neurohormones are also involved in hair growth control. 

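Fig. 2C shows the genes ITGAM, ITGAL, ITGB2, ADGRG3, KCNAB2, HVCN1, P2RX1, TNFRSF1B, ADAM8, MMP25, PLAUR and CD93 as a cluster, and all 12 were higher in anagen. Their share passed an unadjusted test but not the adjustment over the 4 gene lists (two-sided Fisher's exact test, p = 0.0126, Benjamini-Hochberg adjusted p = 0.0503). In the authors' deposited table, the median log2 fold change of the 12 genes was 1.93, from 1.53 (CD93) up to P2RX1, the largest increase of all DEGs. ADAM8 (ENSCHIG00000019230, chromosome 26) had the smallest adjusted p-value of the cluster in the authors' deposited table, with a log2 fold change of 2.80, and ranked 17th of all DEGs by p-value. ADGRG3 had a log2 fold change of 2.62 in the authors' deposited table, a 6.15-fold higher level in anagen.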

Cluster 2 contained 12 genes and 66 interactions (Fig. 2C), the genes were mainly implicated in ‘*RAP1 signaling pathway *(*FDR* = 0.0011), ‘*Cell adhesion molecules *(*FDR* = 0.0006)’and ‘*integrin- mediated signaling *(FDR = 0.01)’. Integrins are adhesion receptors allow cells to sense and respond to microenvironmental signals which could be essential in telogen to anagen transition in Pashmina goats as well.

The hair cycle is a highly regulated process, earlier studies suggest growth factors, cytokines, hormones, and transcription factors (TFs) play a critical role in mediating overall hair cycle^3^. In this study, a TF-regulatory network was generated (Fig. 3) to identify the critical TFs mediating anagen induction in Pashmina goats^25–27^. The |(log (FC))| and degree were used to identify key TFs in regulating hair cycle. The higher the two quantitative values of a gene, the more important it is in the TF-regulatory network. The TF-gene interaction network consisted of 50 nodes and 150 interactions (Fig. 3). The top-ranked TFs were Nuclear Receptor Subfamily 2 Group F Member 1 (*NR2F1*), Zinc Finger Protein (*ZFP2*), HIC ZBTB Transcriptional Repressor 1 (*HIC1*), Kruppel Like Factor 1 (*KLF1*), GATA Binding Protein 2 (*GATA2*), Nuclear Receptor Subfamily 2 Group F Member 2 (*NR2F2*), Spi-1 Proto-Oncogene (SPI1), RUNX Family Transcription Factor 3 (*RUNX3*), Mix Paired-Like Homeobox (*MIXL1*) and GATA Binding Protein 1 (*GATA1*). Interestingly, ZFP2 was the only gene down-regulated in the active growth phase.

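Of the 10 top-ranked TFs, 9 were higher in anagen. In the authors' deposited table, ZFP2 (ENSCHIG00000010314, chromosome 7) had a log2 fold change of −1.13 with an adjusted p-value of 2.26e-04, and it ranked 70th by p-value among all DEGs, ahead of GATA2 at 97th, the next of the TFs. Its change of 2.19-fold ranked 248th among the 346 genes lower in anagen. Of the 16 DEGs whose symbols begin with ZNF or ZFP, ZFP2 included, 12 were lower in anagen. The largest increases of the TFs in the authors' deposited table were those of GATA1 (log2 fold change 2.72), HIC1 (2.13), GATA2 (1.81) and SPI1 (1.77). The authors' deposited table gives 1.47 for MIXL1, 1.44 for NR2F1, 1.34 for KLF1 and 1.11 for NR2F2. RUNX3 stood at the fold change threshold in the authors' deposited table with 1.00 (adjusted p = 0.0447), the 744th of the 748 genes higher in anagen. GATA1 and KLF1 were 2 of the 5 DEGs on a list of erythroid marker genes, and the other 3 (SLC4A1, EPOR and NFE2) were also higher in anagen. On a list of T and NK cell marker genes, the smallest log2 fold change was that of RUNX3. All 20 DEGs on that list were higher in anagen. Whether these TFs changed within follicle cells or with the cell content of the biopsies cannot be told apart here.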

**Figure 3:**
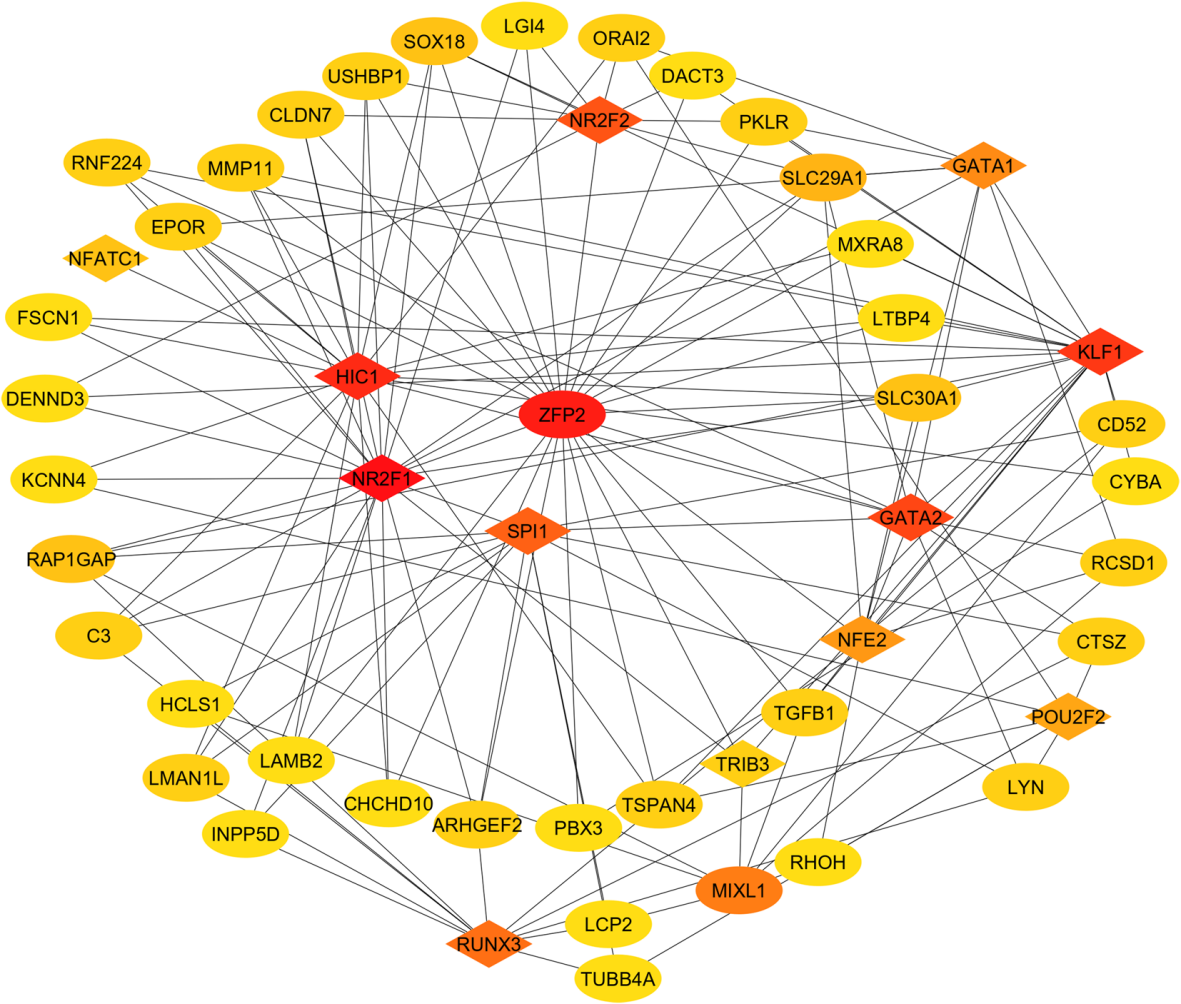
TF-gene regulatory network (developed using ref.^19,20^). The eclipse in the TF-gene network represented mRNA and the diamonds represented TFs. Color represents degree (red to yellow represent decreasing order of degree).

### Validation of DEGs with qPCR

The differential expression of 5 genes namely; *HAS1, TRIB2, P2RX1, PRG4, CNR2, MMP25, GIPC2, CDO1,* and *MC4R* was validated by qRT-PCR. 

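The 9 genes carried to qRT-PCR include the 3 genes with the largest increase in anagen (P2RX1, HAS1 and PRG4), the gene with the largest decrease (MC4R) and the gene with the smallest p-value (TRIB2). TRIB2 (ENSCHIG00000015740, chromosome 11) had a log2 fold change of 1.18 in the authors' deposited table and ranked 601st by fold change among the genes higher in anagen. The authors' deposited table gives a log2 fold change of 2.84 for CNR2 (adjusted p = 0.00261) and 2.78 for MMP25 (adjusted p = 7.21e-04). For the genes lower in anagen, the authors' deposited table gives −2.58 for GIPC2 and −2.37 for CDO1 (adjusted p = 2.61e-04). On the linear scale GIPC2 was 5.98-fold and CDO1 5.17-fold higher in telogen. The remaining adjusted p-values in the authors' deposited table were 2.78e-04 for P2RX1, 6.57e-04 for MC4R, 0.00113 for HAS1 and 0.00261 for PRG4.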

Primer pairs for these genes are listed in Supplementary Table 4. The expression profile of these genes obtained by qRT-PCR showed a similar trend (Pearson’s correlation coefficient = 0.88) with the RNA-seq results, thereby validating the RNA-seq results (Supplementary Fig. 2).

## Discussion and conclusion

Hair growth has been reported to be regulated by a complex mechanism involving multiple endogenous and exogenous factors. Understanding the genetic basis of fibre production phenotypes could contribute to the improvement of the fibre production efficiency in Pashmina goats and also help in identifying molecular determinants involved in anagen initiation. In this study, skin samples specifically containing SHFs were collected during anagen and telogen to identify key regulators and pathways associated with the telogen–anagen (TA) transition.

Enrichment analysis of the DEGs for the TA transition revealed that the transition involves as many as 22 unique pathways. 

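Of the 224 distinct genes in the lists of the 22 pathways, 64 are listed in 3 or more pathways. From the enrichment of the pathways among the DEGs, the paper concludes that the telogen to anagen transition involves them.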

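In the Wnt signaling pathway of Table 1, 10 genes were higher and 4 lower in anagen, a share of 71.4% that did not differ from the 68.3% of the other DEGs (two-sided Fisher's exact test, p = 1). The R-spondins went apart in the authors' deposited table, with a log2 fold change of 2.64 for RSPO4 and −2.55 for RSPO2. LGR5 (−1.06), WNT2 (−1.63) and WNT3 (−1.02) were lower in anagen in the authors' deposited table. Of the 10 Wnt pathway genes with an adjusted p-value under 0.01, 9 were higher in anagen (90%), again above the other DEGs. Among the 3 with an absolute log2 fold change above 2, 66.7% were higher in anagen, which puts the pathway below the other DEGs, as did the 5 genes listed in fewer than 3 pathways (60%). In the Jak-STAT signaling pathway, 15 of 16 genes were higher in anagen, against 68% of the other DEGs (Fisher's exact test, p = 0.0288, Benjamini-Hochberg adjusted p = 0.0904 over the 22 pathways).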

Among the enriched pathways Wnt, NF-B, JAK-STAT, MAPK and Calcium signaling are known in regulating hair follicle morphogenesis and development. Wnt acts as master regulating during hair follicle morphogenesis. NF-κB and Wnt signaling pathways play a vital role in hair follicle initiation and development. Strong NF-κB activity was detected in the secondary hair germ of late telogen and early anagen HFs in mouse^28^, suggesting a potential role for NF-κB in HF stem/progenitor cell activation during anagen induction. 

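All 17 genes of the NF-kappa B signaling pathway in Table 1 were higher in anagen, against 67.9% of the other DEGs (two-sided Fisher's exact test, p = 0.00249). By the authors' deposited table, their log2 fold changes lay between 1.12 and 2.78, with a median of 1.73. With the DEGs restricted to an adjusted p-value under 0.01, 8 of the genes were left, all higher in anagen, and the difference no longer passed the adjustment (adjusted p = 0.196).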

The present study also suggests a possible role of NF-κB in anagen induction. In the present study, the up-regulation of *IL36RN* during telogen which inhibits NF-κB suggests its potential role in maintaining telogen in Pashmina goats. 

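IL36RN (ENSCHIG00000021710, chromosome 11) had a log2 fold change of −1.34 in the authors' deposited table, with an adjusted p-value of 0.0214. Its level was 2.53-fold higher in telogen, which ranked 154th among the 346 genes with a higher level in telogen and 830th by p-value among all DEGs.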

The JAK-STAT pathway has recently been reported to be important in anagen induction and is responsible for jump-starting the hair cycle^29,30^. Up-regulation of *IGF2* and enrichment of MAPK in anagen suggests the role of *IGF2* in promoting anagen via MAPK signaling. 

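IGF2 (ENSCHIG00000020968, chromosome 29) had a log2 fold change of 1.65 in the authors' deposited table, with an adjusted p-value of 0.0172. This is a 3.14-fold higher level in anagen, the 294th largest among the 748 genes higher in anagen. Of the 23 genes of the MAPK signaling pathway in Table 1, 18 were higher in anagen (78.3%), which could not be told from the 68.2% of the other DEGs (two-sided Fisher's exact test, p = 0.370, Benjamini-Hochberg adjusted p = 0.614 over the 22 pathways).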

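In the Calcium signaling pathway of Table 1, 16 genes were higher and 2 lower in anagen (88.9% higher), a difference from the other DEGs that did not pass the threshold (two-sided Fisher's exact test, p = 0.0729, Benjamini-Hochberg adjusted p = 0.160 over the 22 pathways). The pathway holds P2RX1, the gene with the largest increase in anagen, and ORAI2 (ENSCHIG00000010053, chromosome 25), the gene with the 2nd smallest p-value of all DEGs. ORAI2 had a log2 fold change of 1.37 in the authors' deposited table, a 2.59-fold higher level in anagen. Of its genes with an adjusted p-value under 0.01, 10 of 11 were higher in anagen (90.9%), and of those listed in fewer than 3 pathways 7 of 8 (87.5%). Of the 3 genes with an absolute log2 fold change above 2, 2 were higher in anagen, a share below that of the other DEGs.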

Calcium signaling pathway was also significantly enriched. A transient role of Ca is reported during HF cycling^31^. Also, the melanogenesis pathway was significantly enriched in TA transition suggesting that melanogenesis pathway also resonate with hair cycle in Pashmina goats^32^.

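Of the 11 melanogenesis genes in Table 1, 7 were higher and 4 lower in anagen (63.6% higher), close to the share of the other DEGs (two-sided Fisher's exact test, p = 0.750, Benjamini-Hochberg adjusted p = 0.882 over the 22 pathways). The lower genes were WNT2, WNT3, KITLG and CREB3L4. KITLG (ENSCHIG00000025211, chromosome 5) had a log2 fold change of −1.85 and CREB3L4 of −1.27 in the authors' deposited table. Among the 9 genes with an adjusted p-value under 0.01, 77.8% were higher in anagen, which turned the pathway from below to above the other DEGs.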

The most distinguishing feature of the present study was significant enrichment of ECM-receptor interaction and Cell adhesion molecules (CAMs). 

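Of the 18 genes of ECM-receptor interaction in Table 1, 17 were higher in anagen, against 67.9% of the other DEGs (two-sided Fisher's exact test, p = 0.0184, Benjamini-Hochberg adjusted p = 0.0810 over the 22 pathways). Of the 24 genes of Cell adhesion molecules, 21 were higher in anagen (Fisher's exact test, p = 0.0455, adjusted p = 0.114). The difference was therefore past an unadjusted threshold but not the adjusted one in both pathways. By the authors' deposited table, the median log2 fold change was 1.78 in ECM-receptor interaction and 1.502 in Cell adhesion molecules.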

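ITGAV (ENSCHIG00000009619, chromosome 2) was the gene of ECM-receptor interaction with a lower level in anagen. It had a log2 fold change of −1.06 in the authors' deposited table, with an adjusted p-value of 0.00473. This is a 2.08-fold higher level in telogen, which ranked 299th by size among the 346 genes higher in telogen and 440th by p-value among all DEGs.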

Hair follicle growth depends on the interaction between CAMs and ECM-receptors (enriched by 18 genes and 24 genes respectively), it was found that *ITGAV* was strongly up-regulated in telogen samples, suggesting the potential role of *ITGAV* in maintaining hair follicle in the telogen phase. Protein–protein interaction network (Fig. 2A) suggests the potential role of Integrin molecules like *ITGB7, ITGA5, ITGA9* and *ITGA11* in anagen-induction. 

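Integrins ITGA5, ITGA9, ITGA11, ITGB7, ITGAL, ITGAM and ITGB2 were higher in anagen, so that 7 of the 8 integrin genes in Table 1 had this direction (two-sided Fisher's exact test against the other DEGs, p = 0.447). In the authors' deposited table, the log2 fold changes were 1.60 for ITGA5, 1.09 for ITGA9, 2.01 for ITGA11 and 1.22 for ITGB7. ITGB7 (ENSCHIG00000015178, chromosome 5) had the smallest p-value of the 4, 69th among all DEGs, while its 2.32-fold change ranked 565th among the genes higher in anagen. ITGAL, ITGAM and ITGB2, which are integrins of leukocytes, had log2 fold changes of 1.54, 2.05 and 2.23 in the authors' deposited table. They need not be the only leukocyte integrins among these genes.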

In human adipose stem cells, the increase in *ITGAV* causes reduced cell proliferation^33^. However, the increased levels of *ITGA5* activates cell proliferation and differentiation. Our data might postulate a functional role of *ITGAV* and *ITGA5* in hair cycle.

Moreover, several other pathways mediating cellular adhesion, cell differentiation and proliferation were significantly enriched in Pashmina anagen induction, including ‘pathways regulating pluripotency of stem cells’, ‘PI3K-Akt’, ‘Hippo’, ‘RAP1’, ‘RAS’, ‘cGMP-PKG’, ‘cAMP’, ‘Neuroactive ligand-receptor interaction’ and ‘Cytokine-cytokine receptor interaction’. 

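By direction, 23 of 25 Rap1 signaling genes were higher in anagen (two-sided Fisher's exact test, p = 0.00819, Benjamini-Hochberg adjusted p = 0.0600 over the 22 pathways), as were 39 of 46 genes of Cytokine-cytokine receptor interaction (Fisher's exact test, p = 0.0145, adjusted p = 0.0795) and 14 of 15 genes of cGMP-PKG signaling (Fisher's exact test, p = 0.0468, adjusted p = 0.114). None of the 3 passed the adjustment. Ras signaling had 17 of 20 genes higher in anagen (Fisher's exact test, p = 0.145). The shares for cAMP signaling (18 of 24), the pluripotency pathways (9 of 12) and Neuroactive ligand-receptor interaction (25 of 36) were near that of the other DEGs (Fisher's exact tests, p = 0.658, p = 0.762 and p = 1). These 3 stayed above the other DEGs at an adjusted p-value under 0.01. At an absolute log2 fold change above 2, cAMP (1 of 4 genes) and Neuroactive ligand-receptor interaction (8 of 13) fell below them, as did cAMP (8 of 12) and the pluripotency pathways (2 of 3) with genes listed in fewer than 3 pathways.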

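In the PI3K-Akt signaling pathway of Table 1, 34 of 40 genes were higher in anagen (85%), against 67.7% of the other DEGs (two-sided Fisher's exact test, p = 0.0233, Benjamini-Hochberg adjusted p = 0.0854 over the 22 pathways). With an adjusted p-value under 0.01, 22 of 25 were higher in anagen (88%), and with an absolute log2 fold change above 2, 10 of 10. The pathway shares most of its genes with others, and of its 2 genes listed in fewer than 3 pathways 1 was higher in anagen, a share below that of the other DEGs. In the Hippo signaling pathway, 8 of 14 genes were higher and 6 lower in anagen (57.1% higher), which could not be told from the other DEGs (Fisher's exact test, p = 0.391, adjusted p = 0.614). The lower genes were WNT2, WNT3, BMP5, DLG2, CTNNA3 and STK3. In the authors' deposited table their log2 fold changes were −2.68 for BMP5, −1.93 for DLG2, −1.19 for CTNNA3 and −1.06 for STK3. The Hippo genes higher in anagen included TGFB1, with a log2 fold change of 1.08 in the authors' deposited table.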

PI3K-Akt signaling promotes cell proliferation in animal tissues by mediating Hippo signaling^34^, up-regulating of genes positively mediating PI3K-Akt and downregulation of genes regulating Hippo signaling during anagen is therefore plausible. 

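IGF1R (ENSCHIG00000023990, chromosome 21) had a log2 fold change of 1.01 in the authors' deposited table, with an adjusted p-value of 0.00751. Its 2.02-fold higher level in anagen ranked 737th among the 748 genes higher in anagen and 535th by p-value among all DEGs.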

In our data, IGF1R was identified to be up-regulated during anagen which acts as a key regulator for PI3K-Akt, MAPK, RAS, RAF signaling pathways suggesting its importance in TA transition^35^.

A total of 10 key TFs were identified from the TF-regulatory network namely, *GATA2, GATA1, RUNX3, NR2F1, NR2F2, HIC1, SPI1, MIXL1, ZFP2* and *KLF1*. Interestingly, *ZFP2* was the only gene downregulated in the active growth phase (anagen). The GATA family of TFs plays an important role during embryonic development, including cell fate decision and tissue morphogenesis. *GATA1* knockdown mouse exhibits developmental arrest and cell death^36,37^, network analysis suggest GATA1 interact with *GATA2* may be for controlled cell differentiation and proliferation. *RUNX3* plays a critical role in normal hair growth, a *RUNX3* knockdown mice shows significant change in hair structure and composition^38^. This study also suggests the potential role of more diverse TFs (like *NR2F1, NR2F2, HIC1, SPI1, MIXL1, ZFP2* and *KLF1*) in promoting anagen.

## Supplementary Information

Supplementary Information 1.

Supplementary Table 2.

Supplementary Table 3.

## Data Availability

The sequencing data is available in NCBI under accession number GSE164100.

# Supplementary material for: Identification of potential key genes and pathways associated with the Pashmina fiber initiation using RNA-Seq and integrated bioinformatics analysis
**Source:** Sci Rep. 2021 Jan 19;11:1766. doi: 10.1038/s41598-021-81471-6
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Identification of potential key genes and pathways associated with the Pashmina fiber initiation using RNA-Seq and integrated bioinformatics analysis**

# Basharat Bhat1,2,*, Mifftha Yaseen3, Ashutosh Singh2, Syed Mudasir Ahmad1, and Nazir A. Ganai1,*

3Department of interdisciplinary sciences, Jamia Hamdard University, Delhi, 110062, India

**Table 1.** Quality control and alignment statistics of RNA-seq reads to *Capra hircus* reference genome

| S. No | Sample ID | Read orientation | Number of Reads  (in millions) | Cleaned Paired Reads  (in millions) | Total mapped |
| --- | --- | --- | --- | --- | --- |
| 1. | Anagen_PG1 | **R1** | 49.51 | 45.08 | 97.15% |
|  |  | **R2** | 49.51 |  |  |
| 2. | Anagen_PG2 | **R1** | 51.13 | 48.01 | 97.64% |
|  |  | **R2** | 51.13 |  |  |
| 3. | Anagen_PG3 | **R1** | 49.81 | 47.21 | 97.63% |
|  |  | **R2** | 49.81 |  |  |
| 4. | Anagen_PG4 | **R1** | 52.73 | 48.73 | 97.56% |
|  |  | **R2** | 52.73 |  |  |
| 5. | Anagen_PG5 | **R1** | 45.91 | 43.28 | 97.71% |
|  |  | **R2** | 45.91 |  |  |
| 6. | Anagen_PG6 | **R1** | 36.18 | 33.18 | 96.32% |
|  |  | **R2** | 36.18 |  |  |
| 7. | Anagen_PG7 | **R1** | 52.46 | 50.59 | 97.65% |
|  |  | **R2** | 52.46 |  |  |
| 8. | Anagen_PG8 | **R1** | 59.71 | 54.10 | 97.72% |
|  |  | **R2** | 59.71 |  |  |
| 9. | Anagen_PG9 | **R1** | 43.58 | 34.25 | 98.85% |
|  |  | **R2** | 43.58 |  |  |
| 10. | Anagen_PG10 | **R1** | 44.59 | 41.71 | 98.21% |
|  |  | **R2** | 44.59 |  |  |
| 11. | Telogen_PG1 | **R1** | 47.79 | 42.74 | 98.60% |
|  |  | **R2** | 47.79 |  |  |
| 12. | Telogen_PG2 | **R1** | 56.14 | 51.92 | 97.49% |
|  |  | **R2** | 56.14 |  |  |
| 13. | Telogen_PG3 | **R1** | 49.32 | 46.66 | 98.19% |
|  |  | **R2** | 49.32 |  |  |
| 14. | Telogen_PG4 | **R1** | 63.38 | 59.58 | 98.01% |
|  |  | **R2** | 63.38 |  |  |
| 15. | Telogen_PG5 | **R1** | 57.28 | 54.25 | 97.79% |
|  |  | **R2** | 57.28 |  |  |
| 16. | Telogen_PG6 | **R1** | 48.38 | 45.44 | 97.73% |
|  |  | **R2** | 48.38 |  |  |
| 17. | Telogen_PG7 | **R1** | 59.28 | 55.89 | 97.93% |
|  |  | **R2** | 59.28 |  |  |
| 18. | Telogen_PG8 | **R1** | 64.33 | 60.63 | 97.50% |
|  |  | **R2** | 64.33 |  |  |
| 19. | Telogen_PG9 | **R1** | 72.28 | 68.80 | 97.68% |
|  |  | **R2** | 72.28 |  |  |

| 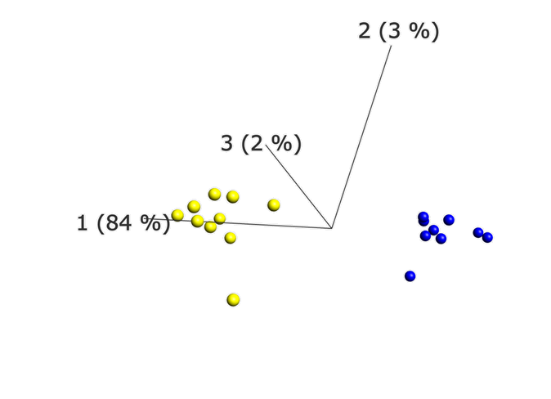 | 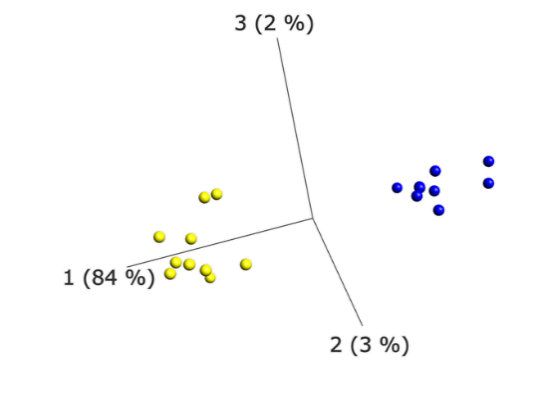 | 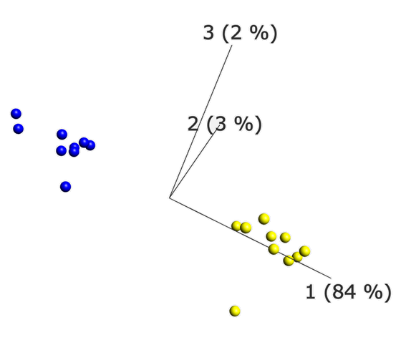 |
| --- | --- | --- |
| PCA 1 | PCA 2 | PCA 3 |

**Figure 1.** PCA plots of RNA-sequencing data showing the characteristics of samples according to gene expression (TMM normalized) levels.

**Table 4.** List of primers used in qPCR validation

| **Gene name** | **Primer Sequence** | **Size** |
| --- | --- | --- |
| GAPDH | F 5' GGCGTGAACCACGAGAAGTA 3'  R 5' GGCGTGGACAGTGGTCATAA 3' | 141 bp |
| HAS1 | F 5' GGGCTATGCCACCAAGTACA 3'  R 5' CAGAGCGCATTGTAGAGCCA 3' | 132 bp |
| TRIB2 | F 5' TCCGTACCTGCAAGAAGCTG 3'  R 5' GACCCGAGTCCTTTCTTCGT 3' | 152 bp |
| P2RX1 | F 5' AAGACCTTGCACCCTCTGTG 3'  R 5' AGTGCCAGTCGATGGTGATG 3' | 121 bp |
| PRG4 | F 5' CGCTGCTTCGAATCCTTTGC 3'  R 5' GGTGAACGTTTGGTTGCTGA 3' | 194 bp |
| CNR2 | F 5' CCTCATCGTGTCCTCACACC 3'  R 5' GCTTTGGAATCCACGCCATC 3' | 144 bp |
| MMP25 | F 5' GCAACACGGGTGACACCTA 3'  R 5' AGACTTCCCACAGCCACAAC 3' | 351 bp |
| MC4R | F 5' ATTCCGTCATCGACCCTCTG 3'  R 5' GCACTGCAGTTTGTCCCCAT 3' | 139 bp |
| GIPC2 | F 5' GAGATCGAAAGGTCCTGCCA 3'  R 5' CTGGGAACGCAAAGTCTCCA 3' | 209 bp |
| CDO1 | F 5' GAGGGAAAACCAGTGTGCCT 3'  R 5' GATCAAAGGCGTGGCATGTG 3' | 131 bp |

**
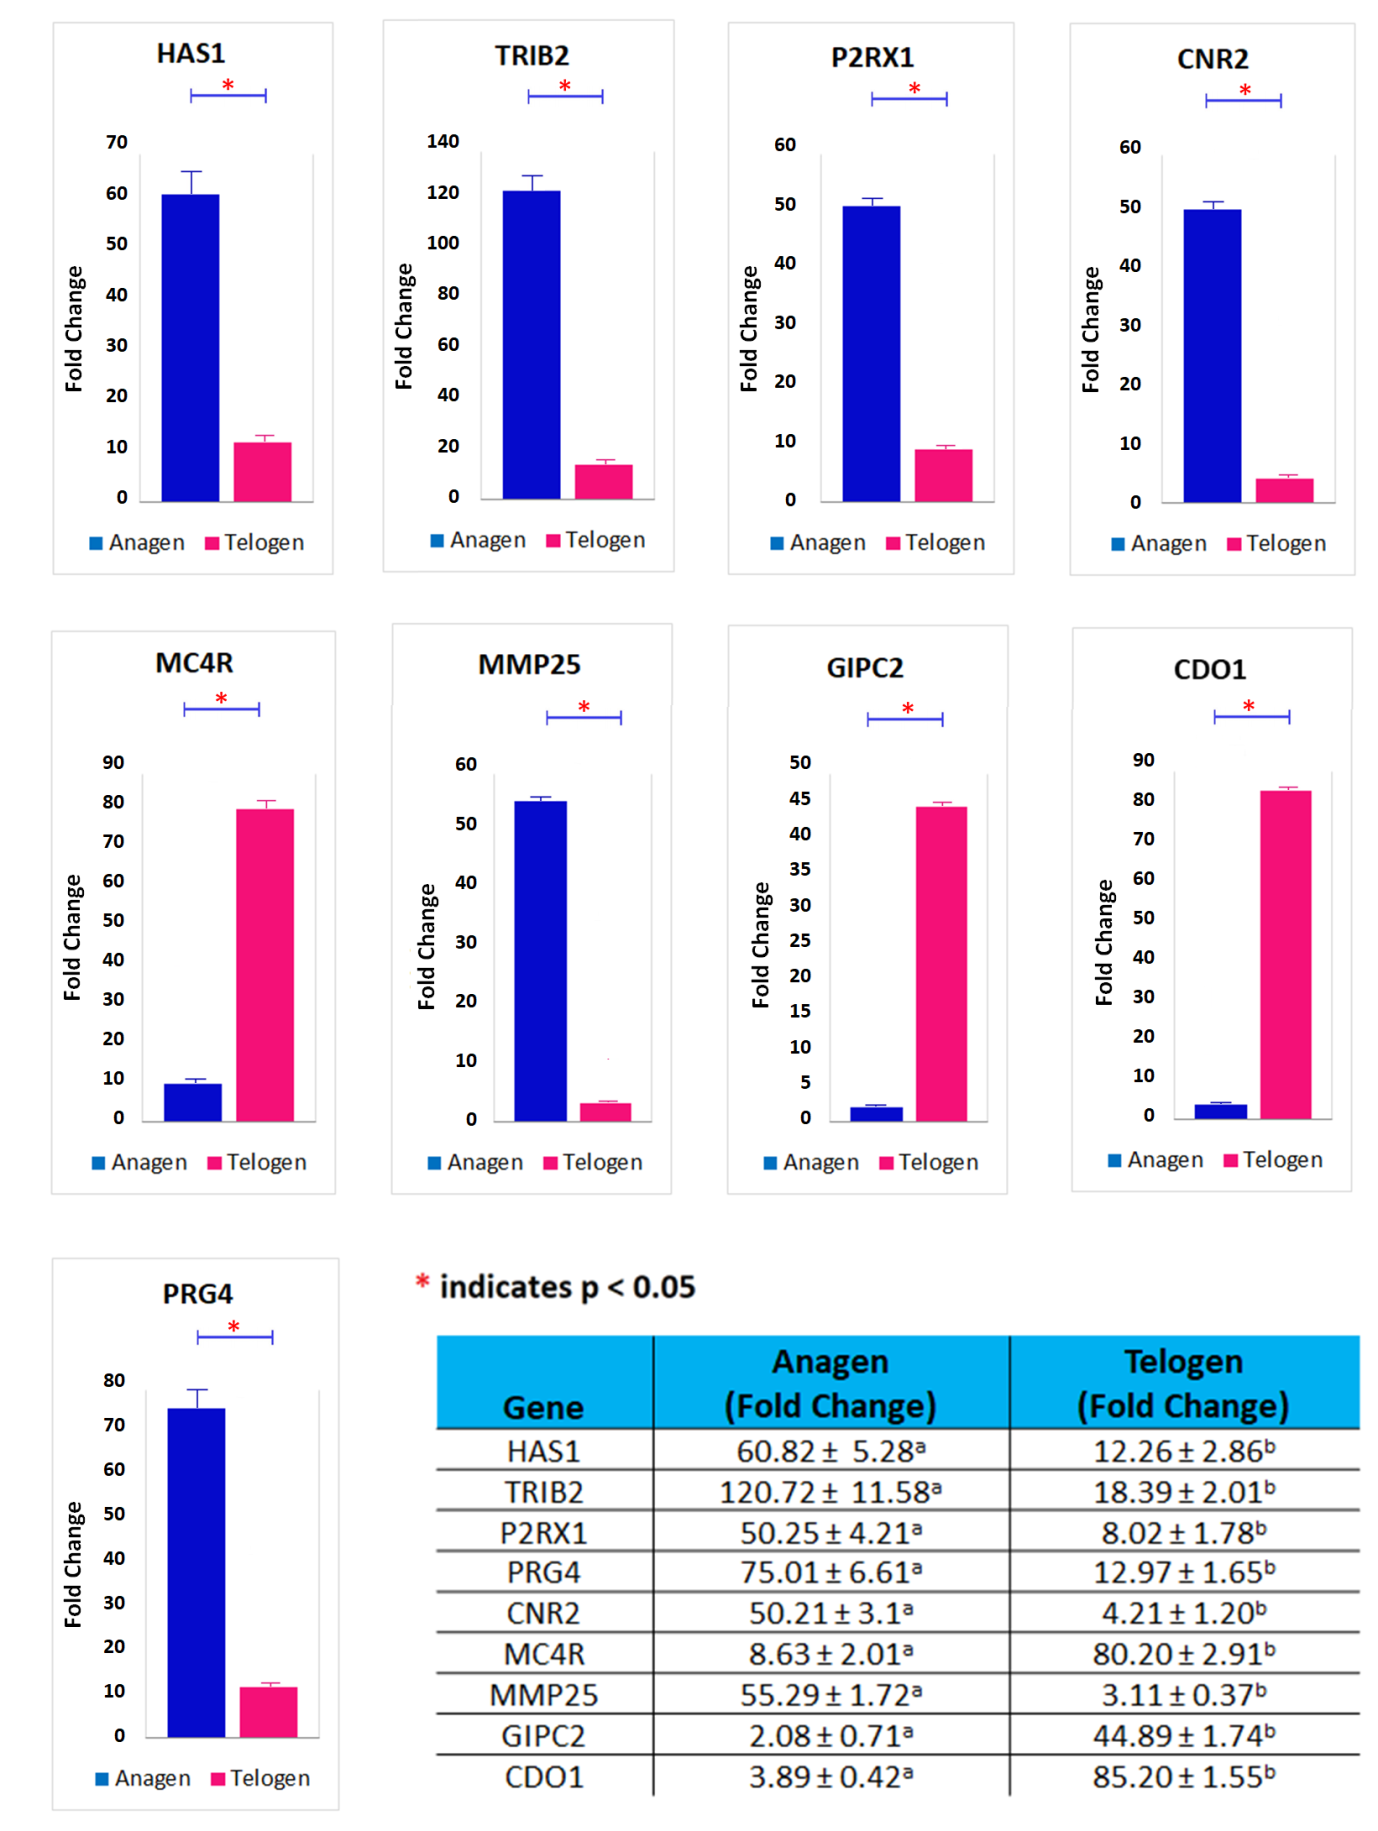
**

**Figure 2.** Comparison of the expression levels of DEGs during anagen and telogen obtained by qPCR detection method.

How the deposited data were processed for this re-analysis (not part of the article)

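RNA was sequenced from skin biopsies of Pashmina goats of 24 months of age, 10 in anagen and 9 in telogen. The authors trimmed the reads with cutadapt, mapped them to the goat assembly ARS1 with Hisat, and compared the stages with a paired test in edgeR after TMM normalization and removal of low expressed genes. The authors' deposited table holds the genes past their thresholds (adjusted p-value under 0.05, absolute log2 fold change above 1), with the Ensembl identifier, symbol, chromosome and strand of each gene. The p-values and adjusted p-values in it were made by the authors with that test, the second by false discovery rate adjustment over the genes they tested. The log2 fold changes in it were made by the authors from the TMM normalized levels, as telogen over anagen, since negative values stand in genes marked as higher in anagen. The sign was turned here, so that positive values are higher in anagen. The read counter, its strand setting, the gene annotation release and the cutoff for low expression are not named in the paper's text.

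The table was checked before use. It held 1094 genes, 0 without a symbol and 0 repeated symbols, the sign and the direction column disagreed for 0 genes, and all 1094 genes had the same values in Supplementary Table 2. No values per library were used, so no fold change was refitted, and a gene's value has no standard error here. The depth of each library came from Supplementary Table 1. It ranged from 33180000 to 68800000 cleaned read pairs over the 19 libraries, and the depth of a single gene is unknown. Telogen libraries were deeper on average than anagen libraries. All samples of a stage were collected at the same time, so a difference between collection dates cannot be separated from the stage.

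From the table were computed the counts by direction, linear fold changes, ranks by p-value and by fold change within each direction, and the number of genes tested. The last used the adjustment itself, in which the adjusted p-value is the p-value times the number of tests over the rank. Numbers of tests from 5000 to 40000 were tried on the genes with a p-value of at least 1e-04, and the number that put most ranks within 0.03 of a whole number was taken. Directions of gene lists were compared with the other listed genes by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the 22 pathways of Table 1, over 4 lists from the protein interaction network, over 3 Gene ontology terms and over 16 lists of cell type markers. Only genes past both thresholds could be members, so these genes were the background. Depth was compared between stages by unpaired exact permutation tests over 4 measures. Tests of directions over the chromosomes and between neighbouring genes used 100000 permutations. Gene order was taken from the RefSeq annotation ARS1.2, in which 1022 symbols of the table were found, and was used only for which genes neighbour each other. The correlation with qPCR was computed across 9 genes from bar heights read by eye from the paper's figure.

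The genes named were chosen by a rule, namely every gene that the paper names in its results or discussion and, in each direction, the 5 genes with the smallest p-value and the 5 with the largest fold change. Members of the lists tested, and genes that decide a count of 5 or fewer, were also named after their values were seen. The marker lists (T and NK cell, B and plasma cell, monocyte, macrophage and dendritic cell, neutrophil, mast cell, erythroid, endothelial, pericyte and smooth muscle, fibroblast and matrix, Schwann cell and nerve, skeletal muscle, melanocyte, hair keratin and keratin-associated protein, interfollicular epidermis, sebaceous gland and lipid synthesis, and proliferation) were written from general knowledge before the table was examined. Table 1 and the figures had been read by then, and Supplementary Table 2, with the same values as the table, could be read when the design was set. The table was also explored before the tests on chromosomes, neighbours and zinc finger genes were written.

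The alternatives were an adjusted p-value under 0.01, an absolute log2 fold change above 2, each symbol counted once, genes listed in fewer than 3 pathways, another reading of the number of tests, and for qPCR the linear scale and a smaller set of genes. The methods were tested on simulated data. All 5 of 5 simulated tables gave back their number of tests. Of 200 simulated lists of 20 genes, 2.5% had p under 0.05 when no direction was favoured and 100% when 19 genes were made higher. The 100% was fixed by the counts, which are the same in each such list, so it is no check of the method. Of 100 simulated sets over the chromosomes, 5% had p under 0.05 with shuffled directions and 100% with 5 chromosomes shifted. The shuffled sets were made as the test makes its own, so a share near 5% was built in. They also lack the likeness of neighbouring genes seen in the table, so they do not show how the test behaves with it. The shifts were set near the shares of the table, so the 100% says little about smaller shifts. GC content, gene length and the share of all annotated genes on each chromosome were not analysed here, since they need a genome of the assembly used. Gene ontology terms with shortened gene lists were left out. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.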

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

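In each stage, the libraries were compared for 4 measures of Supplementary Table 1, so 8 groups of libraries were checked for a library far from the others. In 2 of the 8 groups such a library was found, both times in the share of read pairs kept in cleaning. By chance about 1 in 20 groups would show one. The tests of mapping given here were chosen after these shares were seen.

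Anagen replicate 9 kept 78.6% of its read pairs. The next lowest anagen library kept 90.6%, and the gap between them was 0.673 of the range of the stage. Telogen replicate 1 kept 89.4%, the next lowest telogen library kept 92.5%, and the gap was 0.530 of the range. If these libraries held reads of poor quality that also mapped less well, they would have the lowest share of mapped reads in their stage. Instead, anagen replicate 9 had 98.85% of its reads mapped and telogen replicate 1 had 98.6%, each the highest of its stage. Mapping was measured after cleaning, so these values argue only against poor mapping of the reads that were kept. What was removed from the libraries (adapter, low-quality bases or whole reads) was not analysed here, and no biological explanation was tested, since a loss in cleaning has none in the design. Anagen replicate 9 also had the 2nd smallest number of cleaned read pairs of its stage. How far it moved the fold changes was not analysed here.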

How the results depend on the processing

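The alternatives were set before the data were examined, except those for the directions by chromosome. Of the 1094 genes, 621 had an adjusted p-value under 0.01 and 210 an absolute log2 fold change above 2. Each symbol counted once gave the same 1094. The stricter thresholds can only remove genes. The share higher in anagen was 68.8% at the stricter adjusted p-value and 71.4% at the stricter fold change, against 68.4%. The cause of this move was not tested. The number of genes tested was 27292 from the first gene alone, and with the 28911 RefSeq entries as the number of tests at least 3335 genes had an adjusted p-value under 0.05.

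For the pathways of Table 1, the number whose direction passed the adjusted threshold went from 2 to 0 at an adjusted p-value under 0.01 (5 at an unadjusted p under 0.05), to 0 at an absolute log2 fold change above 2 (0 unadjusted), and to 0 with only genes listed in fewer than 3 pathways (1 unadjusted). Each alternative leaves fewer genes per pathway, except Arachidonic acid metabolism, which kept its 10 genes with only genes listed in fewer than 3 pathways. Relative to the other genes, Melanogenesis turned from below to above at an adjusted p-value under 0.01 (77.8% of 9 genes higher in anagen), and all other turns were from above to below: there also Arachidonic acid metabolism (50% of 4 genes) and Purine metabolism (62.5% of 8). At an absolute log2 fold change above 2 they were Calcium and Wnt signaling and Protein digestion and absorption (66.7% of 3 genes each), Neuroactive ligand-receptor interaction (61.5% of 13), cAMP signaling (25% of 4) and Arachidonic acid metabolism (0% of 1). With only genes listed in fewer than 3 pathways they were PI3K-Akt (50% of 2 genes), Wnt (60% of 5), Protein digestion and absorption (62.5% of 8), cAMP (66.7% of 12), Purine metabolism (66.7% of 9) and the pluripotency pathways (66.7% of 3). The cause of these changes was not tested. The 4 network lists had from 2 to 10 genes left under the stricter thresholds, so no stability is read from their tests.

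For the marker lists, the number past the adjusted threshold went from 1 to 0 at an adjusted p-value under 0.01 (2 unadjusted) and to 0 at an absolute log2 fold change above 2 (0 unadjusted). The T and NK cell list still had 10 of 10 and 9 of 9 genes higher in anagen there. The sebaceous gland list had 100% higher in anagen at the stricter fold change, on GAL alone. GAL encodes the neuropeptide galanin and is also in Table 1, so nothing is read from this turn. Lists and pathways with no gene left under an alternative have no value there. Of all pathways, network lists and marker lists with a value, 37 of 40 kept their direction relative to the other genes at an adjusted p-value under 0.01, and 24 of 31 at an absolute log2 fold change above 2. Of the pathways, 15 of 21 did so with genes listed in fewer than 3 pathways. A list whose genes all go one way cannot turn under these alternatives.

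The correlation of qPCR with RNA-seq across 9 genes was r = 0.892 (permutation p = 0.0109), and 0.802 on the linear scale (permutation p = 0.0116). Without MC4R and GIPC2, the 2 genes farthest from the median, r was 0.846 and no longer past the threshold (permutation p = 0.105, 7 genes). CDO1 was then the only gene lower in anagen, so this r rests on it, and Spearman's rho was −0.0357. With a single such gene the permutation test had little room to pass, so its loss of significance says little. The chi-square of directions over the chromosomes stayed past the threshold in all 4 alternatives, which were chosen after seeing the data (from 55.6 to 104.0).

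No paired analysis was possible because the comparison was available here as fold changes and p-values per gene, without values per library. For the same reason the planned refit of the counts and its alternatives (no filter, another tool, no block) were not run. The comparison of GC content and length by direction, with its alternatives, and the comparison with all annotated genes per chromosome were not run either, since no genome of the assembly was used here. The depth per gene is unknown, so which listed genes rest on few reads cannot be said.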

Differences from the paper's values

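The paper's results state 5 genes for the qRT-PCR but name 9, and the 9 names were counted here; none of the alternatives set before the data were examined concerns this count. No other value computed here for a measure that the paper states in numbers differed from it by more than the error and more than 1.5 times, with the thresholds of the paper. The qPCR correlation of 0.892, on the log2 scale with 9 genes, differed from the paper's 0.88 by less than its error (jackknife standard error 0.0264). It differed by more than that error in both alternatives, with 0.802 on the linear scale and 0.846 without MC4R and GIPC2. The paper does not name the scale on which it computed the correlation.

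The paper calls the increase of ITGAV in telogen strong. The log2 fold change of ITGAV (anagen over telogen) is −1.06 in the authors' deposited table, the 299th of 346 genes higher in telogen when ordered by size.

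The discussion gives the numbers of genes of Cell adhesion molecules and ECM-receptor interaction in the opposite order to Table 1. Counted from Table 1, Cell adhesion molecules had 24 genes and ECM-receptor interaction had 18.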

Other observations

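The tests of the marker lists and the qPCR correlation were set beforehand. All other tests below, those on chromosomes and neighbouring genes included, were chosen after the table had been explored. Stage and collection date coincide in this design, so for each pattern a difference between the stages and one between the dates, libraries included, cannot be told apart.

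The direction of change differed between chromosomes. Of the 1042 genes on the 29 numbered chromosomes, 95.1% were higher in anagen on chromosome 13, 91.9% on chromosome 25 and 90.5% on chromosome 18, but 38.5% on chromosome 20 and 38.7% on chromosome 4. The chi-square of directions over the chromosomes was 119.1, and none of 100000 shuffles of the directions reached it (p = 1e-05, the smallest they can give). The paper does not report this. Without the genes of the marker lists and of Table 1, 776 genes gave 101.2 (permutation p = 1e-05). With 1 gene per run of adjacent genes of the table, 968 genes gave 104.0 (permutation p = 1e-05). So neither the listed marker and pathway genes nor runs of directly adjacent genes alone account for all of it. Other genes of the same cell types stayed in, as did clusters broken by a gene outside the table. Cell content and wider clusters therefore stay open. A candidate explanation is GC content, since chromosomes differ in it and library preparation can follow it. Of the genes in the table, 0 have a GC value in the tables used here, so this stays open.

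Neighbouring genes tended to change together. Among 74 pairs of adjacent genes that are both in the table, 65 had the same direction (87.8%), against 42.3 when directions were shuffled over the table and 46.2 when they were shuffled within chromosomes (permutation p = 1e-05 for both, the smallest they can give). The direction of the whole chromosome is thus not enough. Without the pairs whose symbols share their first 3 letters, 52 of 61 pairs had the same direction against 34.9 with shuffled directions (permutation p = 2e-05), which argues against paralogs with shared reads as the whole cause. Overlapping transcripts counted without strand could give the same pattern and were not tested.

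Genes named ZNF or ZFP went the other way from most of the table. Of 16 such genes, 12 were lower in anagen (25% higher, against 69.0% of the other genes; two-sided Fisher's exact test, p = 4.19e-04). For the 11 found in the RefSeq annotation on the same chromosome as in the table, 7 were lower in anagen, where shuffling directions within chromosomes gave 2.09 (one-sided permutation p = 4.20e-04), so their chromosomes alone do not explain it. ZFP2, the single TF of the paper's network that was lower in anagen, may therefore share its direction with its gene family. GC content and the similarity of zinc finger genes to each other stay open.

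Marker lists for immune, vascular and stromal cells were higher in anagen almost throughout. All 20 T and NK cell markers in the table were higher in anagen (two-sided Fisher's exact test, p = 8.87e-04, adjusted p = 0.0142 over 16 lists), and this was the only list to pass the adjustment; 5 had an unadjusted p under 0.05. The counts were 13 of 13 for endothelial and 12 of 12 for monocyte, macrophage and dendritic cell markers (adjusted p = 0.0673 for both), 8 of 9 for fibroblast and matrix, 5 of 5 for erythroid and for pericyte and smooth muscle, and 4 of 4 each for B and plasma cell, mast cell and neutrophil markers (adjusted p = 0.411 for each). Schwann cell and nerve and skeletal muscle had 2 of 2 each (adjusted p = 1), and no melanocyte marker was in the table. The hair keratin list had 0 of 3 higher in anagen (p = 0.0314, adjusted p = 0.118), the proliferation list 1 of 5 (p = 0.0370, adjusted p = 0.118), interfollicular epidermis 0 of 2 (adjusted p = 0.266) and the sebaceous gland list 1 of 3 (adjusted p = 0.411), where the 1 gene is GAL, which encodes the neuropeptide galanin. No gene is on more than one list, but 13 of the 20 T and NK cell genes and 8 of the 13 endothelial genes are also in Table 1. Skin holds all of these cell types.

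One hypothesis is that the anagen biopsies held a smaller share of epithelial cells. The 5 hair keratin and epidermis markers in the table (KRT25, KRT39, HEPHL1, DSC1 and DSG1) were all lower in anagen (two-sided Fisher's exact test, p = 0.00310). The hair keratin and epidermis lists were pooled after the table was explored, so this test is not independent evidence. The sebaceous gland list, with 1 of 3 genes higher, was left out of it. All 4 keratin genes were lower too, but KRT25 and KRT39 are counted in both sets, and HEPHL1 has no keratin symbol. A smaller epithelial share alone would raise the markers of all other cells alike. Over the 9 non-epithelial lists with at least 4 genes in the table, 75 of 76 genes were higher in anagen, and their log2 fold changes differed between lists (Kruskal-Wallis H = 18.1, permutation p = 0.0121), with medians of 1.95 for T and NK cells and 1.42 for endothelial cells (difference 0.53, permutation p = 0.00538). But the table holds only genes past a threshold on the fold change itself (20 of the 34 listed T and NK cell markers and 13 of the 20 endothelial ones), which can shift these medians, so the difference excludes nothing. A smaller epithelial share, more immune cells in the anagen skin and higher expression within cells cannot be told apart here. Lower proliferation and hair keratin markers in anagen would go against what growing follicles would bring. But the table holds only 3 of the 42 listed hair keratin markers and 5 of the 24 listed proliferation markers. Neither list passed the adjustment (two-sided Fisher's exact tests, adjusted p = 0.118 for both), so little can be read from them. The sampling times within each stage were not analysed here.

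GATA1 and KLF1, TFs of red blood cell formation, were higher in anagen, and more blood in the anagen biopsies is a possible explanation. The other 3 erythroid markers in the table, SLC4A1, EPOR and NFE2, were higher too, but with 3 genes this could not be told from the other genes (two-sided Fisher's exact test, p = 0.556). The hemoglobin genes of the list, its most abundant, were not found in the table by symbol, and their levels are not known here. This explanation and a change of GATA1 and KLF1 in other cells cannot be told apart.

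More genes were higher in anagen (68.4%) than lower. The telogen libraries were deeper on average, and depth goes with the stage in this design. Whether depth adds to this lean cannot be told without values per library. A biological difference between the stages stays open too, as does one between the collection dates.

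In the qPCR of the paper, 9 of 9 genes changed in the direction of RNA-seq, by bar heights read by eye. Across these genes, which are not independent replicates, Spearman's rho was 0.45 (permutation p = 0.230), and among the 6 genes higher in anagen r was −0.289 (permutation p = 0.563). The correlation across the 9 genes rests on the contrast between both directions.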
